A study of Oryzias latipes with 27 samples. Its data were reported in "Integrating gonadal RNA-seq and small RNA-seq to analyze mRNA and miRNA changes in medaka sex differentiation" (2025).

How the data were processed

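Small RNA was sequenced from medaka (Oryzias latipes) gonads of 3 genotypes at 10, 30 and 120 days post hatch (D10, D30 and D120). The 9 groups had 3 libraries each, 27 in all. WT_Fe_Ov is the ovary of wild-type XX females, WT_Ma_Te the testis of wild-type XY males, and MT_Fe_Ov the ovary of XY fish with a disrupted DMY gene, which develop as females. DMY is the Y-linked gene that directs male development in medaka. Groups were taken from the sample labels. The deposited labels call the MT_Fe_Ov samples DMY knockout male gonads, and that these XY fish are females with an ovary is taken from the study. At D10 the gonad is a primordium that was dissected together with neighbouring tissue.

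The authors size-selected small RNA, ligated adapters, amplified by PCR and sequenced the products on an Illumina HiSeq 2000. The deposited counts are whole numbers of reads per mature miRNA, not normalized. To make them, the authors discarded short and low-quality reads, mapped the remainder to the ASM223467v1 genome with the mapper of miRDeep2, and counted reads on mature miRNAs of the FishmiRNA database with its quantifier. How reads matching several near-identical miRNAs were treated is not stated, so members of one family can share reads. The deposited RPM values are scaled by the authors: each count divided by the summed miRNA counts of its library and multiplied by 1000000. RPM is therefore relative to miRNA reads alone, and a rise of 1 abundant miRNA lowers the others.

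The deposited tables hold 437 miRNAs. RPM was recomputed from the counts and compared with the deposited RPM: the largest difference was 4.97e-05 RPM and 0 values differed in being 0. Replicates were compared in pairs by a chi-square test of their counts. Over the 27 pairs the lowest chi-square per degree of freedom was 27.0, so no pair agreed within sampling noise and each library counted as 1 replicate. Summed miRNA counts ranged from 54535 to 8818687 per library. A count of 0 was read as at most 3 counts of the library, which gave a floor of 55.0 RPM in the shallowest library and 0.340 RPM in the deepest. Reads carried no molecular identifiers, so these floors cover counting error only.

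Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood F test with TMM scaling and Benjamini-Hochberg adjustment. miRNAs with at least 10 counts in at least 3 libraries of a fit were tested. A differentially expressed miRNA (DEM) had an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1. The 9 genotype contrasts within stages and the 3 contrasts of both ovary groups against testis were fitted on the 9 libraries of a stage. The 6 contrasts between successive stages and 3 interactions, which test whether a genotype difference itself changed between stages, were fitted on all 27 libraries. Where every library of a group was at or under the floor, the fold change is given as a lower bound. It divides the mean of the other group by the mean of those libraries' floors, so it bounds the ratio of group means. The share of miR-202-5p was compared with exact two-sided permutation tests. With 3 libraries against 3, the smallest p-value such a test allows is 0.1. Correlations and principal components used log2(RPM + 1). Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

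The code was tested on simulated counts drawn from the means and totals of the real libraries, with 200 miRNAs changed 4-fold. At D10, 174 of the 186 changed miRNAs that could be tested were recovered (388 tested), at D30 82 of 131 (238 tested) and at D120 158 of 169 (348 tested). False calls made up 2.25%, 1.20% and 3.07% of the calls. Both ovary groups were compared with the same testis libraries. The effect of shared controls was therefore simulated 50 times per stage. All libraries of the stage, testis included, were drawn from a common mean, so no group differed.

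The groups, the tests, the alternatives and the rule for naming miRNAs were chosen before the data were examined. That rule names the 15 miRNAs or families that the study names, the 3 most abundant miRNAs of each group, and for each genotype contrast at most 3 DEMs per direction. These had the largest fitted log2 fold changes, which depend on the prior count where a group was at 0, among DEMs whose RPM did not overlap between the groups and averaged at least 100 RPM over the stage. The alternatives were the DESeq2 1.42.0 Wald test, RLE scaling, scaling by library totals only, a minimum of 1 count in total, the default filter of edgeR, an adjusted p-value of 0.01, no minimum fold change, a replicate block, the 6 libraries compared or all 27 libraries in 1 fit, other pseudocounts and scales, and leaving out each replicate in turn. A further 2 alternatives were chosen after seeing the data: DESeq2 with a minimum of 1 count in total and all 27 libraries in 1 fit, and the main test without miR-202-5p, miR-21-5p and miR-204-5p.

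Lists of miRNA families known for muscle, liver, nerve, blood, gut, skin and an endocrine tissue (16 families in 7 lists) were written before their values were summed. Together they hold 41 miRNAs, of which 18 averaged at least 100 RPM in a D120 group, 0 were in another list and 0 were named by the study. Genome positions are those of hairpins in the RefSeq annotation of ASM223467v1, matched by name. Of 74 miRNAs looked up, those named here among them, 27 were matched, and of 306 hairpin names 97, since that annotation holds 161 miRNA hairpins. For a miRNA with several hairpin copies the counts do not say which copy was expressed. The mRNA libraries of the study were not analysed here.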

Results

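Small RNA-seq counts of 437 mature miRNAs were collected from 27 gonad libraries. WT_Fe_Ov (wild-type XX ovary), WT_Ma_Te (wild-type XY testis) and MT_Fe_Ov (ovary of XY fish with a disrupted DMY gene) were each sampled at D10, D30 and D120 with 3 replicates. DMY is a protein-coding gene and its transcript was not analysed here, so the genotype labels were not checked against it. Summed miRNA counts were highest at D10, from 2518868 to 8818687 per library. At D30 they ranged from 524342 to 810120 in WT_Fe_Ov, from 303501 to 533474 in WT_Ma_Te and from 54535 to 351194 in MT_Fe_Ov. At D120 they ranged from 1054214 to 3517578. Each D10 library held 401 to 422 miRNAs with a count, and each D120 library 375 to 398. At D30 the number was 216 to 224 in WT_Fe_Ov, 334 to 351 in WT_Ma_Te and 204 to 246 in MT_Fe_Ov.

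**Figure D1:**
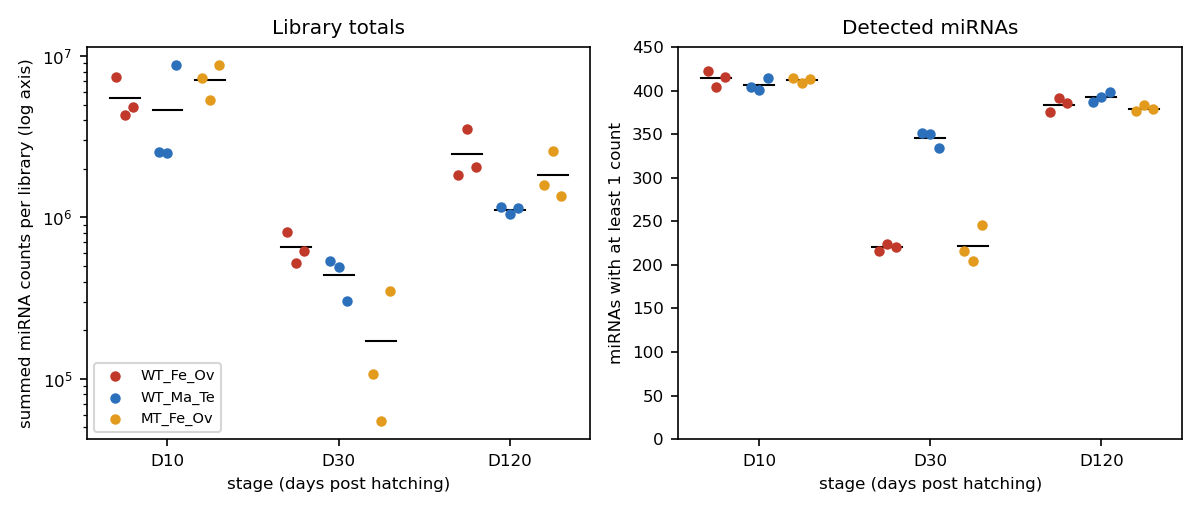
Summed miRNA counts (left, log axis) and number of miRNAs with at least 1 count (right) for each of the 27 libraries, with each point a library, the line the group mean, and colour for genotype. D30 totals ran from 54535 to 810120 counts and were the lowest of the 3 stages, and the D30 WT_Fe_Ov libraries held at most 224 miRNAs with 524342 counts or more, against at least 334 in the D30 WT_Ma_Te libraries with 533474 counts or fewer.

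Replicates were compared by Pearson's r across miRNAs on log2(RPM + 1), where miRNAs are not independent replicates. The lowest r within a group was 0.848, between D30 MT_Fe_Ov libraries, and the highest was 0.989. Without D30 MT_Fe_Ov replicate 3 the lowest r was 0.886. On the linear RPM scale, the alternative that moved it most, the lowest r was 0.784. Of the principal components, component 1 held 43.5% of the variance and component 2 28.5%, together 72.0%. The alternative that moved this sum most was linear RPM, at 58.6%. At D10, the centroids of WT_Fe_Ov and MT_Fe_Ov were 9.96 log2 units apart, and they lay 13.54 and 16.01 from testis, while libraries lay on average 10.50 from the centroid of their own group. At D30 the ovary centroids were 44.2 apart, and WT_Fe_Ov and MT_Fe_Ov lay 61.4 and 51.9 from testis, with libraries 20.8 from their own centroid. At D120 these distances were 21.1, 36.3 and 30.5, against 9.36. The order at D120 depended on the scale. On linear RPM, WT_Fe_Ov lay farther from MT_Fe_Ov (343389 RPM) than from testis (287333 RPM), and this was also so without miR-202-5p (224450 and 122564 RPM). The distance of 224450 RPM still holds miR-21-5p, which averaged 225176 RPM in D120 MT_Fe_Ov. miR-21-5p was higher there than in WT_Fe_Ov by 7.38 on the log2 scale, so most of that distance can come from this 1 miRNA. The order without miR-21-5p was not computed.

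**Figure D2:**
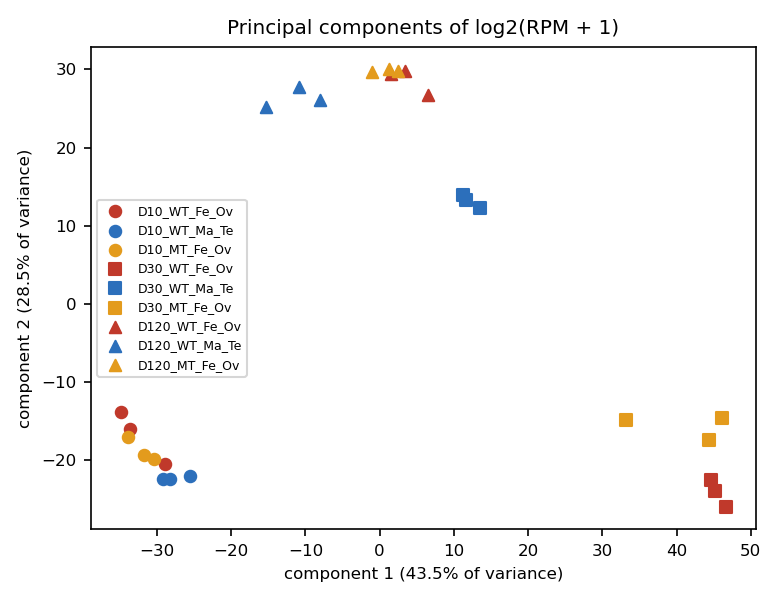
Scores of the 27 libraries on components 1 (43.5% of variance) and 2 (28.5%) of log2(RPM + 1), with each point a library, colour for genotype and marker shape for stage. The D10 libraries of all genotypes lie together, and the D30 libraries separate by genotype.

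The most abundant miRNAs differed between stages. At D10, miR-203b-3p held 7.89% ± 1.10 of miRNA counts in WT_Fe_Ov, 8.64% ± 2.49 in WT_Ma_Te and 7.04% ± 0.918 in MT_Fe_Ov (SD, n = 3 throughout). miR-26a-2/3-ba-5p held 7.91% ± 1.23, 8.45% ± 1.55 and 5.61% ± 4.89 in the same order. In D10 MT_Fe_Ov replicate 3 it was at 0 counts, against 79037 and 89361 RPM in replicates 1 and 2. miR-206-1-3p ranked next in both wild-type groups, with 6.21% ± 1.91 and 6.13% ± 1.72. In MT_Fe_Ov, miR-181a-5p ranked after miR-203b-3p with 6.37% ± 1.10. Its hairpins lie on chromosome 9 (27886940 to 27887045, within nr6a1) and chromosome 8 (25902493 to 25902562, within pla2g4c). At D30, let-7a-3-5p (chromosome 23, 6756775 to 6756869, within ppara) was the most abundant miRNA of both ovary groups, with 16.4% ± 1.99 in WT_Fe_Ov and 13.8% ± 4.95 in MT_Fe_Ov. miR-92a-3p, with hairpins on chromosomes 21 and 3, held 11.5% ± 3.53 and 10.2% ± 3.14. miR-26a-2/3-ba-5p followed in WT_Fe_Ov with 8.27% ± 0.485, and miR-204-5p held 13.1% ± 3.38 in MT_Fe_Ov. The D30 testis was led by miR-202-5p with 13.5% ± 0.737 and contained 7.83% ± 0.630 of miR-26a-2/3-ba-5p and 7.13% ± 0.730 of miR-143-3p (chromosome 10, 4587604 to 4587712, in no other annotated gene). At D120, miR-202-5p led in WT_Fe_Ov with 26.0% ± 1.62, miR-143-3p in WT_Ma_Te with 9.55% ± 0.532, and miR-21-5p in MT_Fe_Ov with 22.5% ± 4.22. miR-451-5p and let-7a-3-5p were the next most abundant in both D120 ovary groups, at 9.92% ± 2.10 and 7.34% ± 2.89 in WT_Fe_Ov and 9.25% ± 3.95 and 7.94% ± 1.66 in MT_Fe_Ov. In the D120 testis miR-26a-2/3-ba-5p held 7.80% ± 0.700 and miR-7-5p 6.54% ± 0.732. The 10 most abundant miRNAs of a group held from 45.2% ± 2.29 of its counts in D10 MT_Fe_Ov to 65.6% ± 2.76 in D30 MT_Fe_Ov.

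The comparison of genotypes at D10 asks whether gonads that will become ovary or testis differ in miRNA expression early. It also asks whether loss of DMY moves an XY gonad towards the XX profile. These samples held neighbouring tissue. In D10 WT_Fe_Ov the muscle list summed to 139410 RPM and the skin list to 90618 RPM. A difference limited to the gonad could be diluted, so a lack of calls would not show that the gonads were alike. Of 388 miRNAs tested with edgeR, 0 were called in WT_Fe_Ov against WT_Ma_Te, with 76 at an unadjusted p-value under 0.05. In MT_Fe_Ov against WT_Ma_Te 0 were called, with 72 at an unadjusted p-value under 0.05, and in MT_Fe_Ov against WT_Fe_Ov 0, with 11. The alternative that moved these counts most was the DESeq2 Wald test, which called 23 in WT_Fe_Ov against WT_Ma_Te. Without WT_Fe_Ov replicate 2, edgeR called 7 in that contrast, and without replicate 3 it called 1. The RPM values of the groups did not overlap for 21.9% of miRNAs in WT_Fe_Ov against WT_Ma_Te, 22.2% in MT_Fe_Ov against WT_Ma_Te and 9.02% in MT_Fe_Ov against WT_Fe_Ov, where chance gives 10%.

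At D30 the same contrasts address ovary and testis during differentiation. Of 250 miRNAs tested, 117 were called in WT_Fe_Ov against WT_Ma_Te, 41 higher and 76 lower in ovary. In MT_Fe_Ov against WT_Ma_Te 79 were called, 34 higher and 45 lower. Scaling by library totals only gave 24 higher and 61 lower for that contrast. In MT_Fe_Ov against WT_Fe_Ov 71 were called, 47 higher and 24 lower. The alternative that moved the D30 counts most was DESeq2 with a minimum of 1 count in total and all 27 libraries in 1 fit, with 220 calls for WT_Fe_Ov against WT_Ma_Te. Leaving out WT_Ma_Te replicate 3 gave 73 calls in that contrast and leaving out replicate 2 gave 76. In MT_Fe_Ov against WT_Ma_Te, fits without WT_Ma_Te replicate 1, 2 or 3 gave 40, 46 and 43. Values did not overlap between groups for 67.6%, 56.4% and 35.2% of miRNAs in these contrasts, against 10% by chance. In 30, 13 and 18 of the calls, every library of 1 group was at or under the floor. Some of these calls had a lower bound under 1-fold, which does not exclude equal levels. In MT_Fe_Ov against WT_Ma_Te the bound was 0.954 for miR-153a-5p, 0.894 for miR-135b-5p and 0.358 for miR-724-3p. In MT_Fe_Ov against WT_Fe_Ov it was 0.997 for miR-100-2-3p.

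**Figure D3:**
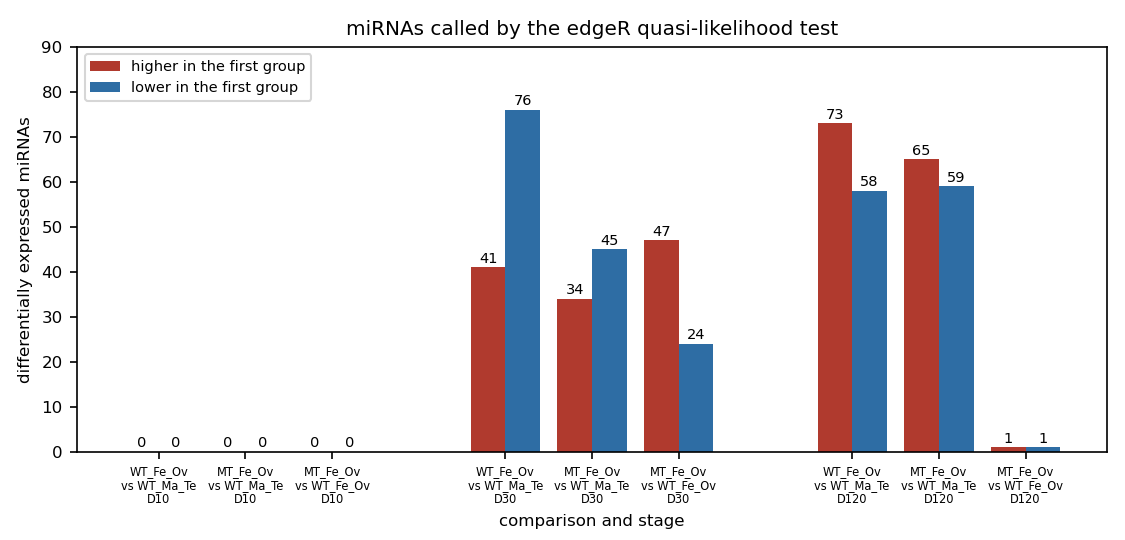
Number of differentially expressed miRNAs higher and lower in the first-named group for the 9 genotype contrasts, from edgeR's quasi-likelihood test. The contrast of both ovary genotypes had 0 calls at D10, 71 at D30 and 2 at D120, while WT_Fe_Ov against WT_Ma_Te had 0, 117 and 131.

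Among the largest fitted D30 changes, miR-31a-5p was higher in WT_Fe_Ov (12769 ± 4092 RPM) than in WT_Ma_Te (153 ± 66.0 RPM), with a log2 fold change of 6.48 (SE 0.617, adjusted p 7.42e-05, edgeR). miR-31a-3p and miR-135b-3p were also higher in WT_Fe_Ov, by 4.62 and 6.20 on the log2 scale. miR-204-5p was at 0 counts in all 3 D30 WT_Fe_Ov libraries. It reached 61156 ± 6845 RPM in WT_Ma_Te and 131450 ± 33815 RPM in MT_Fe_Ov, at least 12848-fold and at least 27616-fold higher. Its hairpin lies on chromosome 9 (16562225 to 16562320), within LOC100533512. miR-190a-5p and miR-100-2-3p were at least 102-fold and at least 63.4-fold higher in WT_Ma_Te than in WT_Fe_Ov. By such bounds miR-29b-1a-3p (at least 287-fold) and miR-33-5p (at least 180-fold) exceeded both. Their mention for this contrast was chosen after their values were seen. In MT_Fe_Ov against WT_Ma_Te, miR-30e-2-3p was higher by 3.06 and miR-150-5p by 3.20, while miR-33-5p (chromosome 8, 12411119 to 12411212, within srebf1) fell by 4.55 and miR-100-2-3p fell by 4.74. The latter call and that of miR-192-3p were lost at an adjusted p-value of 0.01. miR-192-3p was higher by 5.70 (SE 1.73, adjusted p 0.0321, edgeR), a call that was lost without MT_Fe_Ov replicate 1 (log2 fold change 4.21) and without WT_Ma_Te replicate 1 (5.32), 2 (5.40) or 3 (6.73), and with a replicate block (4.63). The miR-192-3p values in the 3 MT_Fe_Ov libraries were 802, 275 and 31.3 RPM. Against WT_Fe_Ov, MT_Fe_Ov had at least 65.2-fold higher miR-29b-2a-5p and at least 33.4-fold higher miR-430a-4-3p, and by such bounds miR-29b-1a-3p (at least 62.7-fold) lay between them. It had at least 26.1-fold lower miR-31a-3p and at least 22.7-fold lower miR-135b-3p, and miR-205-5p fell by 6.16 on the log2 scale (SE 0.703, adjusted p 0.000299, edgeR).

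At D120, the stage of the mature gonad, 344 miRNAs were tested. WT_Fe_Ov against WT_Ma_Te gave 131 calls, 73 higher and 58 lower in ovary. MT_Fe_Ov against WT_Ma_Te gave 124, 65 higher and 59 lower. MT_Fe_Ov against WT_Fe_Ov gave 2, 1 in each direction, with 16 at an unadjusted p-value under 0.05. The balance of directions depended on the scaling. With library totals only, as in RPM, the split was 35 higher and 102 lower for WT_Fe_Ov against WT_Ma_Te, and 34 higher and 97 lower for MT_Fe_Ov against WT_Ma_Te. That scaling moved the median log2 fold change of all miRNAs from 0.04 to -0.54 and from -0.01 to -0.52. Values did not overlap for 60.5%, 58.1% and 7.56% of miRNAs in the contrasts, against 10% by chance. In 9, 6 and 1 of the calls every library of 1 group was at or under the floor.

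The 2 calls between the D120 ovary groups were miR-21-5p and miR-202-5p. miR-21-5p was at 225176 ± 42224 RPM in MT_Fe_Ov, 1327 ± 575 RPM in WT_Fe_Ov and 56328 ± 5885 RPM in WT_Ma_Te. It was higher in MT_Fe_Ov than in WT_Fe_Ov by 7.38 on the log2 scale (SE 0.348, adjusted p 4.39e-07, edgeR). Against WT_Ma_Te it fell by 4.87 in WT_Fe_Ov and was higher by 2.51 in MT_Fe_Ov. Its hairpins lie on chromosome 13 (24842964 to 24843058) and chromosome 14 (21851054 to 21851140), in no other annotated gene. miR-202-5p was at 259882 ± 16182 RPM in D120 WT_Fe_Ov and at 0 counts in all libraries of D120 WT_Ma_Te and MT_Fe_Ov, at least 96690-fold and at least 147878-fold lower. The reads of the opposite arm, miR-202-3p, were at 790 ± 373, 1350 ± 169 and 894 ± 239 RPM in WT_Fe_Ov, WT_Ma_Te and MT_Fe_Ov. This arm was looked at after the values of miR-202-5p were seen.

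Both D120 ovary groups differed from testis in other miRNAs. miR-7-5p (chromosome 17, 22652153 to 22652259) was at 65418 ± 7316 RPM in WT_Ma_Te, 2717 ± 409 in WT_Fe_Ov and 3311 ± 783 in MT_Fe_Ov. It fell by 3.99 (SE 0.279, adjusted p 6.42e-06, edgeR) and by 3.79 (SE 0.276, adjusted p 2.93e-05, edgeR). miR-449-1-5p was at 468 ± 69.1 RPM in WT_Ma_Te, 1.16 ± 0.232 in WT_Fe_Ov and 1.65 ± 1.88 in MT_Fe_Ov, with log2 fold changes of -7.98 and -7.83. miR-31a-5p and miR-31a-3p were higher in WT_Fe_Ov by 5.93 and 5.48, and in MT_Fe_Ov by 6.37 and 5.70. miR-21b-3p was higher in MT_Fe_Ov by 3.93 and in WT_Fe_Ov by 4.13. miR-194b-5p was lower in both ovary groups, by log2 fold changes of -4.41 and -4.20, and miR-194a-5p had -3.96 in MT_Fe_Ov. The testis value of miR-194a-5p was set by WT_Ma_Te replicate 3 (11145 RPM, against 447 and 623 RPM in the others). Without that library, the log2 fold changes of miR-194b-5p were -1.03 and -0.84 and that of miR-194a-5p was -1.13, and none of these was called. The call of miR-194b-5p in WT_Fe_Ov was also lost without WT_Fe_Ov replicate 1 (-4.05). Both calls in MT_Fe_Ov were lost without MT_Fe_Ov replicate 1 (-4.20 and -3.95), replicate 2 (-4.23 and -4.02) or replicate 3 (-4.26 and -4.02). The miR-194a-5p and miR-194b-5p calls were also lost with the DESeq2 Wald test, with a replicate block and at an adjusted p-value of 0.01. All 6 gut-list miRNAs were higher in WT_Ma_Te replicate 3 than in the other D120 testis libraries.

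miR-202-5p, which the study names, was followed as a share of miRNA counts. At D10 it was 0.0331% ± 0.0192 in WT_Fe_Ov, 0.0151% ± 0.00258 in WT_Ma_Te and 0.0366% ± 0.00450 in MT_Fe_Ov. At D30 it was 1.01% ± 0.209, 13.5% ± 0.737 and 0.462% ± 0.0583. At D120 it was 26.0% ± 1.62 in WT_Fe_Ov. The 0 counts in both other groups allowed at most 0.000285% in a WT_Ma_Te library and 0.000222% in a MT_Fe_Ov library. In the exact two-sided permutation tests of 9 contrasts, the p-value was 0.1, the smallest possible, with an adjusted value of 0.15, wherever the 3 values of each group did not overlap. The exceptions were WT_Fe_Ov against WT_Ma_Te at D10 (exact p of 0.4, adjusted 0.514), MT_Fe_Ov against WT_Fe_Ov at D10 (exact p of 1) and MT_Fe_Ov against WT_Ma_Te at D120, where both groups were at 0. By edgeR, miR-202-5p was called lower in both D30 ovary groups than in WT_Ma_Te. Its log2 fold changes were -3.69 in WT_Fe_Ov (adjusted p 2.86e-05, edgeR) and -4.47 in MT_Fe_Ov (adjusted p 1.39e-05, edgeR). For WT_Fe_Ov the direction was opposite at D120, which rests on the 0 counts of D120 WT_Ma_Te. The alternative that moved the D120 WT_Fe_Ov share most was removal of the 2nd to 5th most abundant miRNAs, which gave 35.7%.

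**Figure D4:**
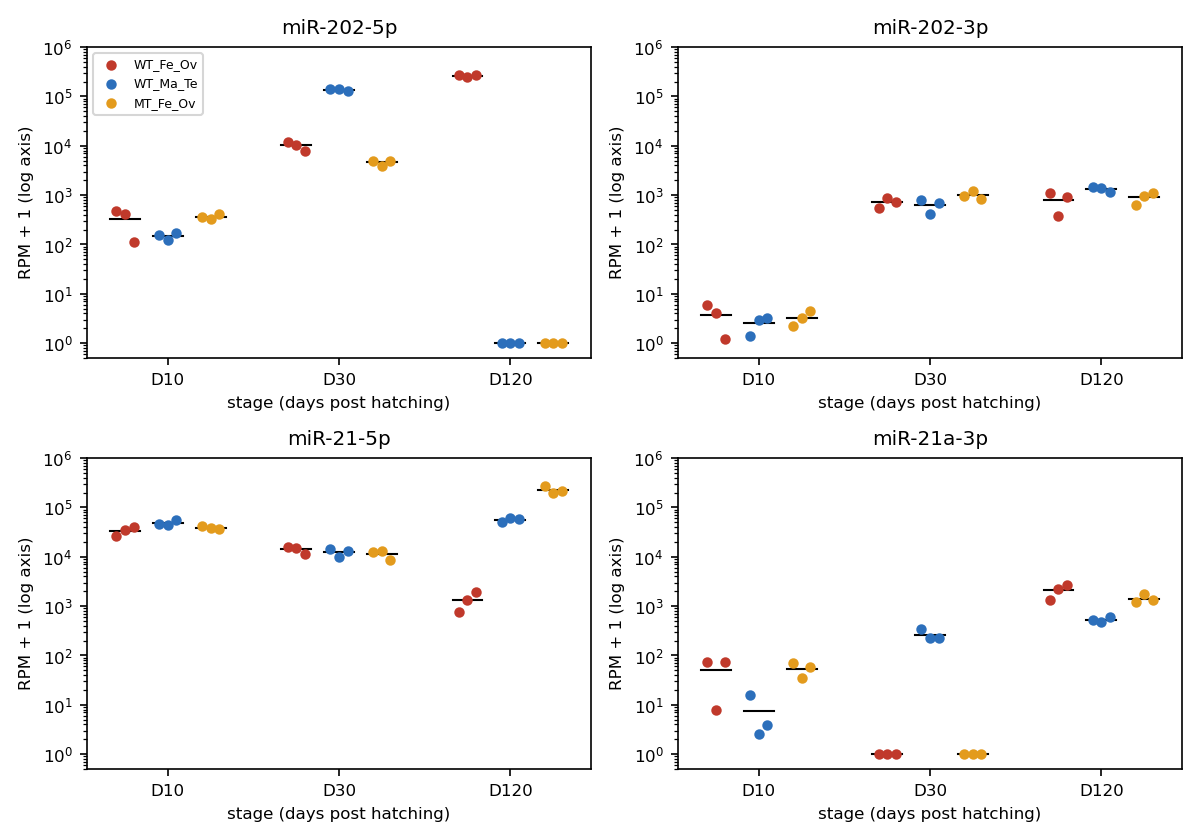
RPM + 1 (log axis) of miR-202-5p, miR-202-3p, miR-21-5p and miR-21a-3p by stage, with each point a library, the line the group mean, colour for genotype, and a value of 0 drawn at 1. At D120, miR-202-5p was at 0 in MT_Fe_Ov and WT_Ma_Te and at 259882 RPM on average in WT_Fe_Ov, while the group means of miR-202-3p were 790 to 1350 RPM.

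To compare ovary and testis irrespective of genotype, both ovary groups were averaged against WT_Ma_Te. This gave 0 calls at D10, with 91 at an unadjusted p-value under 0.05, 95 at D30 (28 higher, 67 lower) and 134 at D120 (68 higher, 66 lower). Scaling by library totals only gave 34 higher and 110 lower at D120. The DESeq2 Wald test moved the D10 count most, to 24. Without D10 WT_Fe_Ov replicate 2, edgeR called 12 at D10, without replicate 3 it called 1, and without D10 WT_Ma_Te replicate 3 it called 3. At D30 the count was 61 without WT_Ma_Te replicate 3 and 63 without replicate 2. The averaged D120 contrast is uninformative for miR-202-5p, which was at 0 in 1 of the averaged groups.

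The calls of the 2 ovary groups against testis overlapped. In the same direction, 0 were shared at D10, 56 at D30 (18 higher and 38 lower in ovary, with 5 more called in opposite directions) and 108 at D120 (60 higher, 48 lower, with 1 opposite). Simulated unchanged groups shared at most 1 call with a simulated testis group at D10 and at D30, and 0 at D120. Since no group differed there, few calls could arise. These counts therefore do not say how many of the real shared calls come from the shared testis libraries. Pearson's r between the log2 fold changes across miRNAs was 0.880 at D10, 0.513 at D30 and 0.768 at D120. In these simulations, shared testis libraries alone gave 0.512, 0.447 and 0.526 on average and at most 0.596, 0.669 and 0.630. The D30 correlation thus lay within the simulated values. Signs matched for 82.2%, 72.4% and 90.7% of miRNAs, against at most 72.6%, 73.2% and 75.7% in the simulations. An adjusted p-value of 0.01 moved the D30 overlap to 29, and the DESeq2 alternative with all 27 libraries moved it to 98. Without WT_Ma_Te replicate 1, 2 or 3 the D30 overlap was 31, 33 and 30.

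Over the 9 genotype contrasts, miRNAs from the list of those the study names were tested 165 times and called 49 times, and 50 times when adjusted over the list alone. The study picked most of them on these libraries, so the list is not independent evidence. The count was 0 in each D10 contrast. At D30 it was 11, 8 and 8 of 17 (adjusted over the list alone 11, 9 and 8) for WT_Fe_Ov against WT_Ma_Te, MT_Fe_Ov against WT_Ma_Te and MT_Fe_Ov against WT_Fe_Ov. At D120 it was 8, 12 and 2 of 19 by either adjustment. Members of miR-430, whose hairpins cluster on chromosome 4, share near-identical sequences and their split counts are uncertain. At D30, miR-430a-1-3p, miR-430a-4-3p, miR-430b-1-3p and miR-430c-3p were called lower in WT_Fe_Ov than in WT_Ma_Te and higher in MT_Fe_Ov than in WT_Fe_Ov. These calls held with RLE scaling and with library totals only. In WT_Fe_Ov against WT_Ma_Te, miR-430a-1-3p (log2 fold change -2.20) and miR-430b-1-3p (-1.61) lost their call without WT_Fe_Ov replicate 1 (-1.82 and -1.50), WT_Fe_Ov replicate 3 (-2.06 and -1.32) or WT_Ma_Te replicate 3 (-2.08 and -1.52), and miR-430b-1-3p also without WT_Ma_Te replicate 2 (-1.53). At D120, miR-430a-4-3p, miR-430b-1-3p, miR-430c-3p and miR-430d-2-3p were called lower in MT_Fe_Ov than in WT_Ma_Te under each scaling, but the calls of miR-430a-4-3p, miR-430b-1-3p and miR-430c-3p were lost without MT_Fe_Ov replicate 1 (-2.31, -2.18 and -1.59) or replicate 2 (-2.27, -2.38 and -1.80). That of miR-430b-1-3p was also lost without MT_Fe_Ov replicate 3 (-2.65), without WT_Ma_Te replicate 1 (-2.51) or replicate 2 (-2.23), and with the DESeq2 Wald test (-2.43). An adjusted p-value of 0.01 removed the D30 calls of miR-430a-1-3p and miR-430b-1-3p against testis and the D120 calls of miR-430a-4-3p, miR-430b-1-3p and miR-430c-3p. let-7b-5p was higher in ovary in each contrast with testis at D30 (by 2.35 and 1.40) and D120 (by 1.86 and 1.93). miR-146a-5p (chromosome 15, 23444118 to 23444223) was higher in both D120 ovary groups than in testis by 3.19 and 2.93, and lower in D30 MT_Fe_Ov than in WT_Ma_Te, where it fell by 4.02. miR-10b-5p (chromosome 21, 22545237 to 22545344, within hoxd3) fell by 1.35 in D30 MT_Fe_Ov against WT_Ma_Te, a call that was lost without WT_Ma_Te replicate 1 (-1.24) or replicate 3 (-1.27), and at an adjusted p-value of 0.01. miR-214-3p (chromosome 17, 15853919 to 15854019, within dnm3) was called higher in both D120 ovary groups, by 1.25 and 1.35. These calls were lost with library totals only (0.68 and 0.83) and with all 27 libraries in 1 fit, by edgeR (0.96 and 1.07) or by DESeq2 (0.90 and 1.03), and that in WT_Fe_Ov also at an adjusted p-value of 0.01. miR-99a-5p fell by 1.77 in D30 WT_Fe_Ov against WT_Ma_Te. let-7b-3p was higher in D30 WT_Fe_Ov than in testis by 3.57 and fell by 4.84 in D30 MT_Fe_Ov against WT_Fe_Ov. miR-153a-5p was at 0 counts in both D30 ovary groups, at least 6.11-fold lower in WT_Fe_Ov than in WT_Ma_Te, a call that was lost with a replicate block, while its testis level was under the floor of MT_Fe_Ov.

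Stages were compared within each genotype, of 399 miRNAs tested. Stage is confounded with dissection and with any sequencing run, so these counts describe the libraries. The fit shared its spread over all stages, with a biological coefficient of variation in edgeR of 0.438, against 0.621 for D30 fitted alone. Counts that involve D30 may therefore be too high. From D10 to D30, 298 miRNAs were called in WT_Fe_Ov (69 higher, 229 lower), 242 in WT_Ma_Te (99 higher, 143 lower) and 221 in MT_Fe_Ov (62 higher, 159 lower). From D30 to D120, 261 were called in WT_Fe_Ov (187 higher, 74 lower), 174 in WT_Ma_Te (123 higher, 51 lower) and 212 in MT_Fe_Ov (141 higher, 71 lower). An adjusted p-value of 0.01, the alternative that moved these counts most, gave 137 for WT_Ma_Te from D30 to D120. The difference between WT_Fe_Ov and WT_Ma_Te itself changed for 197 miRNAs from D10 to D30 (54 towards ovary, 143 towards testis) and for 179 from D30 to D120 (125 towards ovary, 54 towards testis). The difference between MT_Fe_Ov and WT_Fe_Ov changed for 86 from D30 to D120 (30 up, 56 down). With an adjusted p-value of 0.01 these were 138, 137 and 58. Of the miRNAs called in WT_Fe_Ov against WT_Ma_Te, 41 were called at both D30 and D120, 27 in the same and 14 in the opposite direction. For MT_Fe_Ov against WT_Ma_Te 27 were called at both stages, 11 of them in opposite directions. Between the ovary groups 0 were called at both stages.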

Values the study reported

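The study reported 17 differentially expressed miRNAs between wild-type ovary and testis at D10, 156 at D30 and 131 at D120. Between the mutant ovary and testis it reported 10, 117 and 130 at these stages, and between the wild-type and mutant ovary 0, 57 and 2. Its calls used DESeq2. The study also stated that correlation coefficients within each group exceeded 0.8, and that it worked with 437 medaka miRNAs.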

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

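The test by thinning for the contrast of D30 with D120 was set before its result was seen, while the tests by other splits of the libraries were written down after the counts were seen. All groups had 3 libraries, so no test for a single outlying library was run. The interactions below used the fit of all 27 libraries, whose biological coefficient of variation in edgeR was 0.438. Fitted alone, D30 had 0.621. In WT_Fe_Ov against WT_Ma_Te at D30, the fit of all 27 libraries called 214 miRNAs and the D30 fit 117. Interaction counts that involve D30 may therefore be too high, which was not tested.

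The difference between WT_Fe_Ov and WT_Ma_Te changed from D30 to D120 for 179 miRNAs by the edgeR interaction test, which is why it is listed here. A difference in depth was weighed first, because D30 libraries were the shallowest. After every library was thinned to the lowest total of 54535 counts, a median of 105 miRNAs were still called over 10 draws. By the median, 48.9% of the original calls remained among them. Only 224 miRNAs could be tested at that depth, against 399 before. This argues against lower depth as the whole cause, although depth could account for some of the calls. Of 100 splits of the libraries within stages, 2 gave as many calls, the real one included, and the next largest gave 177. The spread shared by all stages in this fit stays open. So does the lower number of miRNAs in the D30 WT_Fe_Ov libraries, treated under the other observations. A change in how ovary and testis differ as they mature, which the design names, stays open too. It was not tested apart from stage.

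From D10 to D30 the same difference changed for 197 miRNAs. Of 100 splits, 3 gave as many, and the next largest gave 196. At the lowest total, 45.7% of these calls remained. D10 gonads were dissected with neighbouring tissue in all genotypes, and stage and dissection were changed together, so a change of the gonad and a change of the dissected tissue were not separated by this test. No biological explanation was tested.

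The difference between MT_Fe_Ov and WT_Fe_Ov changed from D30 to D120 for 86 miRNAs. Of 100 splits, 6 gave as many and the next largest gave 83. Such splits can keep the real D30 grouping, which alone gave 71 calls between these groups. Every other D30 split gave 0, and the real D120 grouping gave 2. The splits therefore do not decide whether a chance arrangement of the libraries could give this count. At the lowest total, 46.5% of the calls remained. The D30 MT_Fe_Ov libraries were the shallowest and the least alike, and the count was 64 without D30 MT_Fe_Ov replicate 3. An effect of the DMY genotype that differs between stages stays open and untested.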

How the results depend on the processing

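The tests by other splits of the libraries were written down after the counts were seen. The 2 alternatives chosen after seeing the data are named as such.

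At D10 the DESeq2 Wald test called 23 miRNAs in WT_Fe_Ov against WT_Ma_Te, 9 in MT_Fe_Ov against WT_Ma_Te, 24 in the averaged contrast and 7 in both ovary contrasts, where edgeR called 0. A fit of all 27 libraries called 2 and 2, and a fit of the 6 libraries compared called 1 in MT_Fe_Ov against WT_Ma_Te. DESeq2 with a minimum of 1 count in total and all 27 libraries, chosen after seeing the data, called 8, 5 and 4 shared. At D30, a fit of all 27 libraries called 214, 148 and 126 (WT_Fe_Ov against WT_Ma_Te, MT_Fe_Ov against WT_Ma_Te, MT_Fe_Ov against WT_Fe_Ov), and contained 116 of the 117, 73 of the 79 and 67 of the 71 main calls. The DESeq2 setting with all 27 libraries called 220, 151 and 139, with 98 shared between the ovary contrasts. The cause was not tested. An adjusted p-value of 0.01 gave 40 for both contrasts of D30 MT_Fe_Ov, 80 for D120 MT_Fe_Ov against WT_Ma_Te, and 29 and 70 shared calls at D30 and D120, by its construction. For MT_Fe_Ov against WT_Fe_Ov at D120, the DESeq2 setting with all 27 libraries called 4, and the test without miR-202-5p, miR-21-5p and miR-204-5p called 0, since both calls were removed, with 16 at an unadjusted p-value under 0.05 before removal.

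Scaling by library totals only moved the median log2 fold change of all miRNAs at D10 from -0.04 to 0.11 and from -0.02 to 0.15, and at D30 from -0.29 to -0.60 for MT_Fe_Ov against WT_Ma_Te. RLE scaling moved the D30 median of WT_Fe_Ov against WT_Ma_Te from -0.65 to -0.52. The share of higher calls fell from 55.7% to 25.5%, from 52.4% to 26.0% and from 50.7% to 23.6% in the D120 contrasts with WT_Fe_Ov, MT_Fe_Ov and both, and from 43.0% to 28.2% for D30 MT_Fe_Ov against WT_Ma_Te. The direction in which most D120 miRNAs differed from testis is therefore set by the scaling.

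The share of miR-202-5p after removal of the 2nd to 5th most abundant miRNAs was 0.0201% in D10 WT_Ma_Te, 0.0465% in D10 MT_Fe_Ov, 1.48%, 18.9% and 0.689% in D30 WT_Fe_Ov, WT_Ma_Te and MT_Fe_Ov, and 35.7% in D120 WT_Fe_Ov, since the total shrinks. With both arms summed it was 0.562% in D30 MT_Fe_Ov, 0.135% in D120 WT_Ma_Te and 0.0894% in D120 MT_Fe_Ov, the 3p reads. The lowest correlation within a group was 0.784 on linear RPM. Of the principal components, the first 2 held 58.6% on linear RPM, 65.2% on linear RPM without miR-202-5p and 74.0% on the log2 scale with a pseudocount of 10.

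Leaving out each replicate in turn gave from 0 to 7 calls for WT_Fe_Ov against WT_Ma_Te at D10, the 7 without WT_Fe_Ov replicate 2, and 0 for the other D10 contrasts, with 72 and 11 at an unadjusted p-value under 0.05 in the full data. At D30 it gave 73 to 112 (73 and 76 without WT_Ma_Te replicate 3 and 2), 40 to 84 (40, 46 and 43 without WT_Ma_Te replicate 1, 2 and 3) and 57 to 81. At D120 it gave 100 to 125, 86 to 107, and 1 to 2 for the ovary contrast, 1 whenever a WT_Fe_Ov library was left out because miR-202-5p then had counts in too few libraries to be tested. The averaged contrasts gave 0 to 12 (the 12 without D10 WT_Fe_Ov replicate 2), 61 to 112 (61 and 63 without D30 WT_Ma_Te replicate 3 and 2) and 105 to 139. The shared calls gave 0 to 1 (the 1 without D10 WT_Fe_Ov replicate 2), 30 to 62 (31, 33 and 30 without D30 WT_Ma_Te replicate 1, 2 and 3) and 76 to 109, and the list 43 to 52. Contrasts of D30 with D10 gave 279 to 303 (WT_Fe_Ov), 213 to 226 (WT_Ma_Te) and 207 to 218 (MT_Fe_Ov), and of D120 with D30 245 to 260, 146 to 167 and 176 to 213. Interactions gave 167 to 179, 169 to 191 and 64 to 96. The lowest correlation was 0.848 to 0.886 and the first 2 principal components held 71.2% to 73.8%. The 43 to 52 calls of the list, the contrasts between stages, the interactions and the D120 contrasts with testis stayed within 1.5 times the full count.

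Of 72 named calls, 23 were lost under at least 1 setting and 0 reversed. Over all settings 105 of these tests were weaker and 0 stronger, 46 of them with a replicate left out and 19 at an adjusted p-value of 0.01.

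Same-numbered libraries did not deviate together: the correlation of their deviations from the group means ran from -0.25 to 0.20, with 4 of 27 pairs over 0.1, so the replicate numbers pair no samples. With a replicate block D30 gave 107, 53 and 51 calls, D120 125, 116 and 2, and D10 0 in each contrast.

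Of the 10 splits of the 6 libraries of a contrast, 1 gave as many calls in each D30 and D120 genotype contrast and in each contrast between stages, the real one, and 10 splits cannot give a smaller share. All 10 splits gave as many in the D10 contrasts, where the count was 0. Of the 84 splits of 9 libraries, 84 gave as many averaged calls at D10, 1 at D30 and 1 at D120, and the largest other split gave 90 at D30 and 45 at D120. Of 100 splits, 100 gave as many shared calls at D10, 1 at D30 and 1 at D120.

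At D30 the depth, meaning summed miRNA counts, was lowest and the spread between replicates largest. The biological coefficient of variation in edgeR was 0.621, against 0.381 at D10 and 0.349 at D120. The study lists total reads at D30 near those of the other stages, with a smaller share mapped to miRNAs. The low D30 depth therefore comes mainly from that share. The simulated 4-fold changes were recovered for 62.6% of changed miRNAs at D30, against 93.5% at D10 and at D120, and this does not separate depth from spread. After thinning to 54535 counts, WT_Fe_Ov against WT_Ma_Te gave a median of 64 calls at D120, where the full data gave 131. At D30 the median was 94.5, where the full data gave 117.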

Other observations

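The tests on miR-202-5p and miR-21-5p, on miR-204-5p, on miR-26a, on the gut list in 1 D120 testis library, on the proportion of miR-219-5p, on the summed muscle, gut and skin lists, and on reads missing at a common depth of 303501 counts were chosen after their results or the underlying values were seen.

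At D10, the edgeR test called 0 miRNAs in WT_Fe_Ov against WT_Ma_Te, with 76 at an unadjusted p-value under 0.05, and 0 in MT_Fe_Ov against WT_Ma_Te, with 72. Both counts are lower than the values quoted from the study above, whose calls used DESeq2. The DESeq2 Wald test here called 23 and 9, the first above and the second below the quoted values. DESeq2 with a minimum of 1 count in total and all 27 libraries called 8 and 5, below both. The size of the gap therefore depends on the test and its settings.

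miR-202-5p and miR-21-5p were the calls between the D120 ovary groups, and in both hairpin families only the 5p arm changed. The log2 fold change of miR-202-3p between MT_Fe_Ov and WT_Fe_Ov was 0.10, while miR-202-5p was at 0 in MT_Fe_Ov, which argues against a changed output of the miR-202 hairpin. For the miR-21 hairpins it was -0.59 for miR-21a-3p, opposite to the rise of miR-21-5p. Library depth is excluded, since 3 counts equal at most 2.22 RPM in the D120 MT_Fe_Ov libraries. A sequence variant carried by the mutant line is argued against by 4615 RPM of miR-202-5p in D30 MT_Fe_Ov. A single mislabelled library is argued against by the lowest value in D120 WT_Fe_Ov, 241202 RPM. Over 83 hairpin families the median absolute change of the 5p to 3p ratio was 0.184 on the log2 scale with a pseudocount, and 0.204 with arms under the floor set to the floor. Only miR-202 and miR-21 changed by 4 or more, with 2 families undecided because of the floor. The ratio of miR-21 changed by 7.85, and that of miR-202 changed to a bound of -17.35 or beyond. The same families did so in WT_Fe_Ov against WT_Ma_Te at D120 (at least 17.34 for miR-202 and -7.64 for miR-21). In MT_Fe_Ov against WT_Ma_Te 0 of 83 did, but there miR-202-5p was at 0 in both groups. By the ratio of arms, D120 WT_Fe_Ov was therefore the group that differed from both others. At D30, with arms under the floor set to the floor, 9 of 56 families changed by 4 or more in WT_Fe_Ov against WT_Ma_Te, 5 in MT_Fe_Ov against WT_Ma_Te and 2 between the ovary groups, with 1, 10 and 12 undecided. Among them was miR-202 in MT_Fe_Ov against WT_Ma_Te (-5.51), where both arms had counts in all libraries, so large changes of the ratio were not limited to arms at 0. Reads of 1 arm lost in mapping, counting or assembly of the table may explain these 2 families, and cannot be told apart from a change in which arm is kept, because the reads themselves were not analysed here. Another candidate explanation is that counts of miR-202-5p were listed under miR-21-5p in the D120 MT_Fe_Ov libraries. The 2 miRNAs summed to 225176 ± 42224 RPM in MT_Fe_Ov and 261208 ± 16171 RPM in WT_Fe_Ov, so that MT_Fe_Ov held 86.2% of the WT_Fe_Ov sum (exact two-sided permutation p of 0.4, where 0.1 is the smallest possible). This also cannot be told apart from a coincidence, since it was noticed in the data it was tested on, and the sum does not say which ovary group would hold counts under the other name. In the D120 testis, where miR-202-5p was also at 0, the sum was 56328 ± 5885 RPM, so the match did not extend to that group. This explanation was not tested for the testis. A difference particular to the D120 WT_Fe_Ov libraries stays open. At D120, miR-202-5p was at 0 in XY fish with DMY and without it, so this comparison shows no effect of DMY loss on miR-202-5p. The comparison is also between testis and ovary, so it cannot exclude one. miR-21-5p was higher in XY fish without DMY by 2.51 on the log2 scale, and an effect of DMY loss on it stays open.

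A loss of 5p reads that does not follow the groups was seen in 1 library. In D10 MT_Fe_Ov replicate 3, miR-26a-2/3-ba-5p and miR-26a-1a-5p were at 0 counts, the only miRNAs at 0 in 1 library with at least 1000 RPM in both other replicates of its group. The 3 miR-26a 5p entries summed to 88.8 RPM there, against 87231 and 96169 RPM in replicates 1 and 2, which is 0.0968% of their mean. The 3p entries stood at 97.1%, which argues against a change in the output of the hairpins, and 3 counts of that library equal 0.340 RPM, which argues against depth. Loss of these reads in sequencing, mapping, counting or assembly of the table is a candidate explanation, and cannot be told apart from a true difference of that sample without the reads. miR-202-5p at D120 and miR-204-5p at D30 share this form, a 5p arm at 0 with its 3p arm present, but there every library of the groups concerned was at 0.

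The D30 WT_Fe_Ov libraries held fewer miRNAs (216 to 224) than the D30 WT_Ma_Te libraries (334 to 351), although their totals of 524342 to 810120 counts were mostly higher. After thinning to 54535 counts, the WT_Fe_Ov libraries held at most 205.3 miRNAs and the WT_Ma_Te libraries 265.2 to 277.6, which argues against depth. A minimum count applied before deposit is argued against by 25 values of 1 or 2 in the WT_Fe_Ov libraries. Few starting molecules amplified to many reads could leave miRNAs with many counts in 1 replicate and none in another. At the lowest total, at most 0.10% of miRNAs with 20 or more counts in 1 WT_Fe_Ov replicate were at 0 in another, but 20 counts there equal 367 RPM, above the 162 RPM of any such miRNA, so that test decides nothing. At 303501 counts, the lowest total of the wild-type D30 libraries, 7.6 to 9.9 miRNAs per pair of WT_Fe_Ov replicates had 20 or more counts in 1 and 0 in the other, against 0 in WT_Ma_Te. As deposited the numbers were 17 to 31 of 198 to 216, against 0. These values are consistent with few molecules in the D30 WT_Fe_Ov libraries. A truly smaller set of miRNAs in the D30 ovary stays open as well. MT_Fe_Ov held a similar number but does not separate these explanations, since at the lowest total 0.561% to 5.48% of its miRNAs with 20 or more counts in 1 replicate were at 0 in another. The higher values were in pairs with replicate 3.

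miR-204-5p was at 0 in all 3 D30 WT_Fe_Ov libraries. Few starting molecules are an unlikely source, because miRNAs missing from 1 replicate reached at most 162 RPM, far under the 61156 and 131450 RPM of miR-204-5p in the other D30 groups. A sequence variant of the wild-type females is argued against by 12271 RPM in D120 WT_Fe_Ov. The 3p arm, miR-204-2b-3p, was at 98.2 RPM in D30 WT_Fe_Ov, 7.89 RPM in WT_Ma_Te and 43.5 RPM in MT_Fe_Ov. The MT_Fe_Ov mean rests on replicate 1 (131 RPM), since replicates 2 and 3 were at 0. Loss of the 5p reads in processing stays open, as does a biological difference of the D30 WT_Fe_Ov gonads.

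The D10 libraries differed from the D30 libraries in each genotype. Neighbouring tissue at D10 may contribute. Of 18 combinations of 6 tissue lists and 3 genotypes, 12 fell from D10 to D30 by more than the median miRNA. The blood list rose in testis from 8281 ± 1882 to 25350 ± 6282 RPM, so not every list fell. That list was at 49624 to 85793 RPM in the D120 testis libraries. Its rise therefore does not decide whether neighbouring tissue at D10 caused the pattern. Muscle, gut and skin miRNAs fell in every genotype, each list by at least 16.8-fold. Muscle in WT_Fe_Ov went from 139410 to 1149 RPM, gut from 38345 to 355 RPM and skin from 90618 to 4078 RPM. The nerve list fell 267-fold in WT_Fe_Ov, 78.0-fold in WT_Ma_Te and 2.24-fold in MT_Fe_Ov, where replicate 3 held 50664 RPM of it and the other D30 libraries 93.2 and 91.7 RPM. The ratio of D10 over D30 for the liver list was 1.12 in WT_Fe_Ov, 3.92 in WT_Ma_Te and 0.722 in MT_Fe_Ov, where replicate 2 held 38544 RPM and the others 1417 and 552 RPM. For the endocrine list the ratios were 0.398, 3.54 and 1.35, and for blood 2.62 in WT_Fe_Ov and 0.954 in MT_Fe_Ov. Muscle, gut and skin in the dissection cannot be told apart from the stage of the gonad, since every D10 library was dissected in this way. Lower depth at D30 does not account for the whole: at the lowest total, at least 53.9% of the calls of D30 against D10 remained in each genotype.

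In D30 MT_Fe_Ov replicate 3, miR-9-5p was at 39437 RPM and miR-124-3p at 9656 RPM, against at most 297 and 18.6 RPM in the other D30 libraries. Nerve tissue in that dissection is a candidate source. The proportion of miR-219-5p to miR-9-5p at D10 would give 94.0 counts of miR-219-5p, and 0 were seen, but D10 nerve and nerve near a D30 gonad need not share that proportion, so this stays open. Reads from a D10 library are argued against, because muscle miRNAs were at 0.347% of what such reads would bring. In D30 MT_Fe_Ov replicate 2, the liver miRNA miR-122-5p was at 38416 RPM, against 1380 and 552 RPM in the other D30 MT_Fe_Ov libraries.

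In D120 WT_Ma_Te replicate 3, all 6 gut-list miRNAs were higher than in both other testis libraries, with a smallest fold of 5.70 for miR-194a-3p. miR-194b-3p was at 12.2 RPM there and under the floor in the others, so no fold is given for it. miR-192-5p was at 10194 RPM there, against 792 and 1011 RPM, and miR-194a-5p at 11145 RPM, against 447 and 623 RPM. Gut tissue in that dissection is a candidate source and cannot be told apart from a higher level of these families in that testis, because the list holds only members of miR-192 and miR-194, which had counts in the other testis libraries too.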
